A study of Mus musculus with 4 samples. Its data were reported in "LATS2 Positively Regulates Polycomb Repressive Complex 2" (2016).

How the data were processed

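Mouse embryonic fibroblasts labelled Lats2 KO or WT were profiled at low and high density on 4 Agilent 2-colour whole mouse genome arrays, 2 per genotype with exchanged dyes. Genotype, density and dye of each channel were taken from the labels. The labels disagree in one respect, as their source names write LAT2 where the genotype field gives Lats2, and the genotype field was used. Per the file headers, the authors scanned the arrays and extracted them with Agilent Feature Extraction 10.5.1, and each deposited scanner file holds raw mean spot intensity and median local background for Cy3 and Cy5, with quality flags of 0 or 1. The same deposited files hold processed signal intensity, which the software had background subtracted, floored and dye normalized. They also hold a log10 ratio of Cy5 to Cy3 processed signal made by the software before the files were deposited. The deposited series matrix was checked against them and holds the same log10 ratio, rounded, with the sign of the swapped arrays turned so that it gives high over low density. Gene symbols and probe positions are those of the array annotation (build mm8). Of 21512 symbols on the arrays, 19664 were found as symbol or synonym in RefSeq gene names of another assembly (GRCm38.p6), which was used for current names only. Positions were not converted and probes were not assigned to exons.

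The main values were computed from raw intensity with R 4.3.3 and limma 3.58.1 (with the packages data.table, 1.17.8, and statmod, 1.5.0). Background was corrected by normexp with an offset of 50, and each array was normalized by loess. Features reading the same probe were averaged. Log2 ratios were turned to high over low density and averaged over the dye swap. The offset makes ratios of dim probes smaller. For the genotype contrasts the single channels were further scaled between arrays by quantiles of mean intensity (Aquantile), and the arrays labelled KO and WT were compared within the same dye and averaged over 2 dyes. The Lats2 signal was higher on the arrays labelled KO at most of its probes, so genotype names refer to labels. The E1A spike-in probes were close to the negative controls on the WT arrays but less so on the KO arrays. On KO replicate 1 their median signals less background were 7.58 (Cy3) and 8.16 (Cy5), against 3.88 and 3.31 for the negative controls. At most 17.5% of spike-in features were well above background in a channel. No spike-in scaling was made.

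Controls and probes with an outlier flag were left out. A density contrast used probes well above background on both arrays at 1 density or more, a genotype contrast those well above background in both dyes in 1 genotype or more. A probe was counted as changed when its mean log2 ratio was at least 1 in size with the same sign on both arrays, or in both dyes. The background of this rule is its count with the sign of 1 array or dye not turned. Statistics used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. With 1 replicate per genotype and density, no test was possible within a genotype, within a density or of the difference between the density effects. A density effect common to both genotypes was not tested. Between 52.8% and 67.7% of features were well above background per channel, and the precision given by the dye swap covers technical error only.

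Gene lists were written from general knowledge: YAP/TAZ target genes, cell-cycle genes, PRC2 components, the Hoxb cluster, interferon-stimulated genes, cholesterol synthesis genes, hypoxia and glycolysis genes, extracellular matrix genes, CDK inhibitors, reference genes, macrophage markers, endothelial markers, Y-linked genes and the X-inactivation gene Xist. Pgk1 is in both the hypoxia and the reference list. Each gene was represented by its brightest probe. The list median was placed among 10000 random lists of the same size matched on mean intensity in 10 bins (seed 1), as a description of these arrays, and the central 95% of their medians is called the range of random lists. Lists with fewer than 3 measured genes were given no median.

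The genes named are Lats2 and Lats1, Ctgf, Cyr61 and Ankrd1, Ezh2, Eed and Suz12, Hoxb members, and members of the lists. For each contrast genes were added from the 5 largest rises and 5 largest falls (not every one of them is named), among probes well above background in every channel of the contrast with the same direction on both arrays, 1 probe per symbol. For each density contrast the 2 largest lower bounds in each direction were added, among probes well above background on both arrays at one density and on neither at the other. For these, signals on the dim side below the lowest signal of any probe well above background in that channel were set to it, and the ratio was averaged over both arrays.

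The size rule and the list percentile were tested on simulated data for each contrast. All of 200 simulated probes with a log2 change of 2 were recovered (100%), and 0 unchanged probes were called. Of 1000 unshifted lists of 20 genes, 4.4% (density WT) to 5.9% (genotype at high density) fell outside the central 95%. The limma fits, also tested on simulated data, recovered 100% with 0 unchanged probes called. All simulated noise was independent between probes and had the size of the dye swap error, without differences between cultures. A change of 2 lies far above the threshold of 1 on that scale, so the recovery was close to assured. The list rates do not cover genes that vary together.

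Alternatives were the software's ratios and processed signals, the series matrix, no background correction, an offset of 16, median centring, other scalings between arrays, other filters, a 1.4-fold threshold, 2-fold on each array, 1 probe per gene, each array left out, single dyes, the methods' t-test over the technical arrays at 0.05 alone and after Benjamini-Hochberg adjustment, and limma fits over all arrays, which carry technical error only. For lists, the mean of all probes of a gene and random lists not matched on expression were tried as well.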

Results

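Gene expression was measured in mouse embryonic fibroblasts (MEFs) whose labels give the genotype as Lats2 knockout (KO) or wild type (WT). Lats2 encodes a kinase of the Hippo pathway, which restrains the transcriptional coactivators YAP and TAZ when cells become crowded. For each genotype, RNA from a low density culture, sampled after 48 hours while still subconfluent, was hybridised on 2-colour microarrays against RNA from a high density culture, sampled after 3 to 5 days. The time in culture therefore changed together with the density, and the contrast called density here holds both. The 4 arrays were 2 per genotype, the second with the Cy3 and Cy5 dyes exchanged. By its titles such a pair is a dye swap, taken here as a technical repeat, so each genotype gave 1 replicate. The labels do not say whether both arrays of a pair used the same RNA extracts. No difference given here has a replicate check, and no p-value across genes is given. Both WT arrays were on 1 slide scanned on 1 day, whereas the KO arrays were on 2 other slides scanned 7 months apart. Slide and scan day thus cannot be told apart from genotype.

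Each array held 43379 features outside the controls, which read 41174 distinct probes. Between 52.8% and 67.7% of these features were well above background in a given channel, and no feature was saturated. The spot quality flags removed 107 to 224 features per array. In total 19500 probes were well above background in all 8 channels. The number of arrays limits the precision. The technical error was taken from the dye swap, as the SD across probes of the deviation of an array from the mean of its pair on the log2 scale. It was 0.0986 for WT and 0.143 for KO, where it also holds any difference between extracts. The log2 ratios of the arrays of a pair correlated across probes with Pearson's r of 0.966 for WT and 0.907 for KO (probes are not independent replicates). With median centring in place of loess normalization, which moved this error most, it was 0.332 for WT and 0.365 for KO.

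The Lats2 probes were examined first, since they bear on the genotype labels. They cannot settle them, because an allele that makes no protein can still make RNA. For knockout MEFs the study reported loss of Lats2 on a western blot, with an antibody to the N-terminus. Loss of the transcript would give a lower signal on the arrays labelled KO. Of the 4 probes, 3 gave a higher signal there and 1 gave a lower signal. All lay on the minus strand of chromosome 14 (mouse genome build mm8) and were well above background in all 8 channels. Probe A_52_P315345, at 56644080 to 56644139, was higher on the arrays labelled KO by a log2 ratio of 1.38 at low density and 1.49 at high density. The overlapping probe A_51_P331525, at 56644108 to 56644167, gave 1.39 and 1.34. Probe A_51_P133349, at 56645246 to 56645305, gave 1.19 and 0.91. Probe A_52_P425064, at 56676512 to 56676571, lies 31.21 kb away on the upstream side of the gene. It was lower on the arrays labelled KO, with log2 ratios of -0.63 at low density and -1.26 at high density. Each of these differences had the same sign in both dyes. The exon read by each probe was not assigned. Because most Lats2 probes were higher on the arrays labelled KO, the groups are called labelled KO and labelled WT. Every direction between genotypes below rests on those labels. Lats1, the related kinase, was also higher on the arrays labelled KO, by 1.47 at low density and 1.07 at high density. Its only probe was not well above background in the WT channels at high density.

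**Figure D1:**
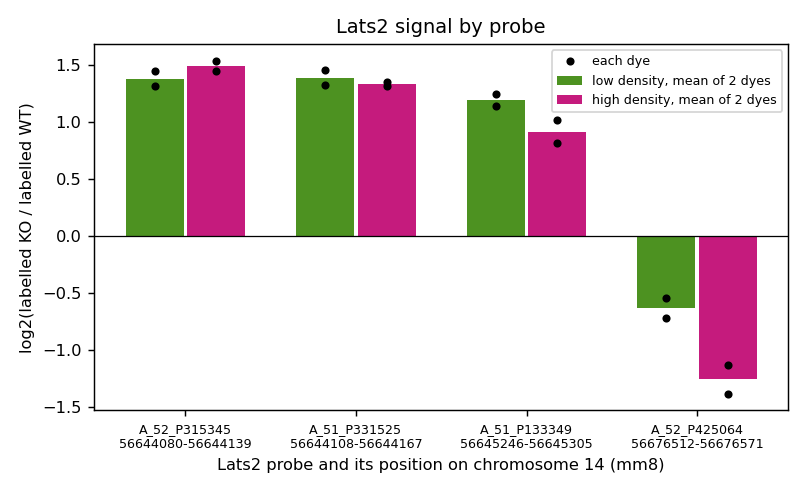
Log2 ratio of the signal on the arrays labelled KO to that on the arrays labelled WT (vertical axis) for the 4 Lats2 probes, ordered by position on chromosome 14 (horizontal axis); bars give the mean of 2 dyes and points each dye. The 3 probes at the left lie above 0 at both densities, while the upstream probe lies at -0.63 and -1.26.

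All Lats2 probes fell with density in both genotypes. The log2 changes on the arrays labelled WT were -1.13, -1.07, -0.91 and -0.56 in the order given above, and those on the arrays labelled KO were -1.02, -1.13, -1.18 and -1.18.

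The density contrast in the cells labelled WT asks how fibroblasts respond to crowding under a label of intact Lats2, which the Lats2 probes do not settle. Of 22591 probes tested, 3013 (13.3%) changed at least 2-fold with the same sign on both arrays, 1723 of them higher and 1290 lower at high density. When the swapped array was deliberately not turned, 0 probes passed the same rule, which gives the background of the count. A 1.4-fold threshold raised the count most, to 8576 probes. Of the changed probes 57.2% were higher, but only 43.9% under median centring, so which direction held more probes depended on the scaling. At the dimmer of the densities, 140 of the higher and 25 of the lower probes were not well above background on both arrays, so the size of these changes is less certain.

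The largest rises in the cells labelled WT, among probes well above background in all channels labelled WT, were those of Lum (chromosome 10, 97002264 to 97002323, log2 change 8.66, with 8.46 and 8.86 on the single arrays), Igfbp5 (chromosome 1, 72791462 to 72791521, 6.38), Penk1 (now Penk, chromosome 4, 4060735 to 4060794, 5.94), Dcn (chromosome 10, 96947287 to 96947346, 5.57) and Lrrn3 (chromosome 12, 41962163 to 41962222, 5.48). The largest falls included those of Ctgf (now Ccn2, chromosome 10, 24287891 to 24287950, -5.77, with -5.36 and -6.18 on the single arrays), Gjb2 (chromosome 14, 56052902 to 56052961, -5.20), Cnn1 (chromosome 9, 21859016 to 21859075, -3.71) and Slc1a6 (chromosome 10, 78217831 to 78217890, -3.67). Some of these genes had another probe that moved in the same direction by less. The other probe of Igfbp5 rose by 1.09, and that of Gjb2 fell by 1.25. Among 646 probes detected at high density only, Epyc was at least 20.4-fold and Cxcl15 at least 18.3-fold higher. Among 387 probes detected at low density only, Nppb was at least 6.67-fold and Tll1 at least 5.66-fold lower at high density.

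In the cells labelled KO, 2272 of 23595 probes (9.63%) changed with density by the same rule, 1393 higher (61.3%, and 40.4% under median centring) and 879 lower, against a background of 0. The dimmer side was not well above background on both arrays for 57 of the higher and 5 of the lower probes. Among probes well above background in all channels labelled KO, Lum (7.08), Penk1 (6.79) and Dcn (6.12) rose most, followed by Sfrp2 (chromosome 3, 83859869 to 83859928, 5.33) and Chrdl1 (chromosome X, 138544835 to 138544894, 5.08). The largest falls included those of Spp1 (chromosome 5, 104681071 to 104681130, -4.18), S3-12 (now Plin4, chromosome 17, 55693925 to 55693984, -3.63), Speer3 (chromosome 5, 13802604 to 13802663, -3.46) and Ctgf (-3.25). Speer3 belongs to a family of similar copies, so its signal cannot be assigned to a single gene. Among 347 probes detected at high density only, Kera was at least 10.6-fold and Igfbp3 at least 8.66-fold higher. Among 67 probes detected at low density only, Myct1 was at least 6.06-fold and Vip at least 2.72-fold lower at high density.

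Whether the response to density differed between the genotypes was asked over the 21545 probes that could be measured in both. Across these probes, which are not independent replicates, the density effects labelled WT and KO correlated with Pearson's r of 0.637 and Spearman's rho of 0.648. The least squares slope of the KO effects on the WT effects was 0.566. That slope is lowered by scatter, and the orthogonal slope, which allows for scatter in both, was 0.830. Of these probes 2855 changed in WT and 2134 in KO, and 1032 changed in both in the same direction, 671 higher and 361 lower. They made up 36.1% of the probes changed in WT and 48.4% of those changed in KO. A further 38 probes changed in both in opposite directions, 22 of them higher in WT and lower in KO, and 16 the reverse.

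**Figure D2:**
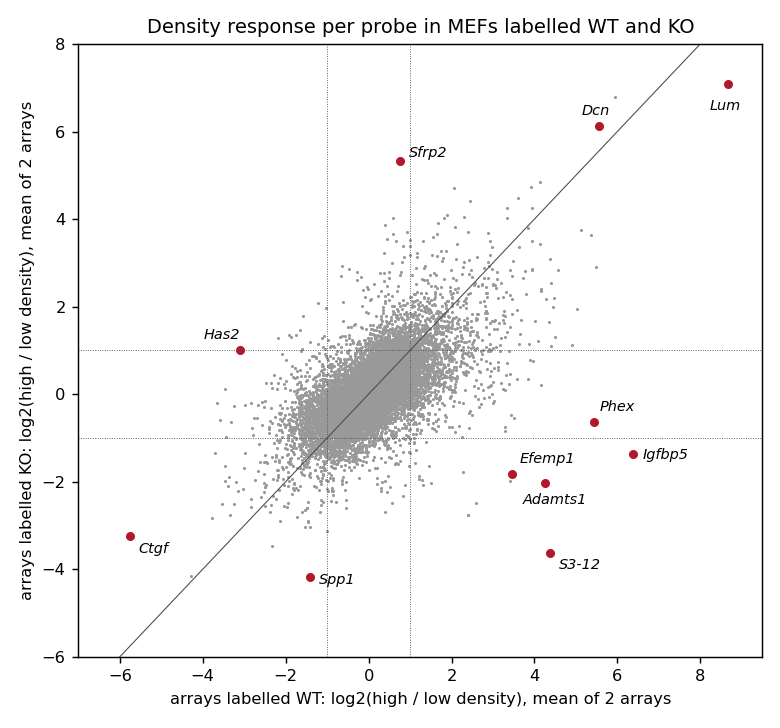
Log2 ratio of high to low density on the arrays labelled WT (horizontal axis) and KO (vertical axis), each the mean of 2 arrays, for 21545 probes in grey with named genes in red; dotted lines mark 2-fold changes and the solid line equal effects. Ctgf lies at -5.77 and -3.25, and S3-12 at 4.37 and -3.63.

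The difference of the density effects, KO minus WT, was at least 2-fold with the same sign in both dye orientations for 1722 probes (7.99%), 812 above 0 and 910 below 0, against a background of 0. Among probes well above background in all 8 channels, it was most positive for Has2 (chromosome 15, 56522048 to 56522107, 4.12), Cgnl1 (chromosome 9, 71425119 to 71425178, 3.56), Fbln2 (chromosome 6, 91237628 to 91237687, 3.48), Slc1a6 (3.48) and Galntl1 (now Galnt16, chromosome 12, 81522669 to 81522727, 3.47). It was most negative for S3-12 (-8.00), Igfbp5 (-7.74), Adamts1 (chromosome 16, 85683995 to 85684054, -6.27), Phex (chromosome X, 152502904 to 152502963, -6.08) and Efemp1 (chromosome 11, 28826538 to 28826597, -5.29). The other Igfbp5 probe gave a difference of -1.45, and the smallest of the Cgnl1 probes gave 0.80.

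The target genes of YAP and TAZ address the output of the Hippo pathway. The median of this list fell with density by 0.86 in the cells labelled WT (20 of 21 genes measured) and by 0.72 in those labelled KO (21 genes), and 0 of 10000 random lists of matched expression had a median as low in either. The median difference KO minus WT was 0.57, and 0 random lists were as high. Among random lists matched on the WT effect instead, the KO median of the 20 genes measured in both (-0.79) was low, at percentile 0.21. The targets thus fell more in KO than other genes with a like fall in WT. Ctgf fell by 5.77 in WT and 3.25 in KO. Cyr61 (chromosome 3, 145584609 to 145584668) fell by 2.98 and 1.35, and Ankrd1 (chromosome 19, 36177463 to 36177522) fell by 3.34 and 2.76. At high density the list was higher on the arrays labelled KO, with a median of 0.84 and 0 random lists as high. At low density the median was 0.35, at percentile 98.9. Ctgf itself was lower on the arrays labelled KO at low density (-0.48) and higher at high density (2.03), while Cyr61 changed by -1.47 and 0.16 and Ankrd1 by -0.57 and 0.01. The last of these changed sign between dyes and between scalings.

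Genes of the cell cycle were taken as a measure of growth arrest. The list of 27 genes had a median density effect of -1.49 in the cells labelled WT, where all 27 fell, and -0.48 in those labelled KO, where 24 fell. The median of all genes was 0.06 and 0.05, and 0 random lists had a median as low. The difference KO minus WT had a median of 1.04, was above 0 for 26 genes, and was reached by 0 random lists. On the arrays labelled KO the list was lower at low density (-1.06, 0 random lists as low), whereas at high density its median of 0.19 stayed within the range of the random lists. Top2a (chromosome 11, 98812020 to 98812834) fell by 2.02 and 1.99 on the arrays labelled WT and by 0.19 and 0.14 on those labelled KO. Its other tested probe (chromosome 11, 98831137 to 98832164) fell by 1.49 and 1.38 in WT and by 0.44 and 0.62 in KO, a difference of 0.90 against 1.84 at the first. The probes disagreed on the genotypes at low density (-1.12 at the first and 0.14 at the other). The Mki67 probes (chromosome 7, 135528251 to 135528310 and 135532672 to 135532731) fell by 1.63 and 1.72 in WT and changed by 0.20 and 0.10 in KO, the latter turning to -0.27 and -0.19 under median centring.

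Of 7 inhibitors of cyclin-dependent kinases (CDKs), 6 rose with density in WT and 6 in KO. The median of these 7 genes was 0.47 in WT and 0.56 in KO, both within the range of random lists (percentiles 92.1 and 96.5). The difference had a median of -0.37 at percentile 4.49, and the genotype medians were -0.08 at low and 0.10 at high density, where the means had the opposite sign and the former median rose above 0 when probes were averaged or an array was left out. Cdkn1c (chromosome 7, 143268238 to 143268297) rose by 3.34 in WT and 0.71 in KO. Cdkn2a (chromosome 4, 88745872 to 88745931) rose by 1.64 and 0.51. Cdkn1a (chromosome 17, 28828096 to 28828155) rose by 0.32 in WT and fell by 0.69 in KO. The difference was above 0 for 3 of the 7 genes. Cdkn2d (chromosome 9, 21038938 to 21038997) went the other way, with -0.71 in WT, 0.42 in KO and a difference of 1.12. The 3 Cdkn1b probes (chromosome 6, 134890890 to 134890949, 134886778 to 134886836 and 134889281 to 134889340) gave differences of 0.53, 1.36 and 0.51. They rose in KO by 0.94, 1.16 and 0.37 and disagreed in WT (0.41, -0.21 and -0.13), where the last changed sign with an array left out.

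The genotype contrasts compare the arrays labelled KO and WT within each dye, and hold the differences between slides and between cultures as well. At low density 3249 of 23339 probes (13.9%) differed at least 2-fold with the same sign in both dyes, 1601 higher and 1648 lower on the arrays labelled KO, against a background of 10. At high density 3076 of 23617 probes did so, 1514 higher and 1562 lower, against a background of 5. The SD across probes of the deviation of a dye from the mean of both was 0.113 and 0.148, respectively. Of 22385 probes tested at both densities, 1580 differed in the same direction at both and 30 in opposite directions. Both contrasts use the same arrays, so spot effects are shared between them.

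The genes ranked here had probes well above background in both genotypes and both dyes at the density compared. At low density the highest ratios of labelled KO to labelled WT were those of Erdr1 (no position in the array annotation, 8.15), Ptprb (chromosome 10, 115787966 to 115788025, 7.57), Postn (chromosome 3, 54478490 to 54478549, 5.74), 4933413A10Rik (now Wscd2, chromosome 5, 113850586 to 113850645, 5.69) and Aldh1a7 (chromosome 19, 20760160 to 20760219, 5.63). The lowest were those of Ctsh (chromosome 9, 89873883 to 89873942, -7.23), Nes (chromosome 3, 88066313 to 88066372, -6.20), Col2a1 (chromosome 15, 97804108 to 97804167, -5.92), Cd24a (chromosome 10, 43272315 to 43272374, -5.83) and Pdlim4 (chromosome 11, 53898448 to 53898507, -5.79). At high density the highest were Lrrc15 (chromosome 16, 30189198 to 30189257, 8.19), Erdr1 (7.87), Sfrp2 (6.36), Dlk1 (chromosome 12, 109908025 to 109908084, 6.14) and Prss12 (chromosome 3, 123498513 to 123498572, 5.80). The lowest included Inmt (chromosome 6, 55100354 to 55100413, -9.09), Ctsh (-7.25), Pgcp (now Cpq, chromosome 15, 33538901 to 33538960, -7.09) and Scx (chromosome 15, 76286533 to 76286592, -6.57). The size depended on the probe for several of these genes. At low density the other probes gave 2.79 for Erdr1, 1.91 and 3.49 for Ptprb, 0.35 for 4933413A10Rik, -3.23 for Col2a1 and -0.67 for Pdlim4.

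The Polycomb repressive complex 2 (PRC2), which methylates histone H3 at lysine 27, was examined because the study links Lats2 to it. The median of its 11 components was -0.41 at low density and -0.50 at high density on the arrays labelled KO relative to WT, at percentiles 4.96 and 1.38 among random lists. With density the median was -0.18 in WT and -0.03 in KO, and the difference was 0.08, all within the range of random lists, with the KO median changing sign when an array was left out. The mean had the opposite sign to the median for WT and for the difference. Ezh2 (chromosome 6, 47461634 to 47462529) was lower on the arrays labelled KO at low density (-1.02). At high density its log2 ratio was -0.17, with opposite signs in the dyes. Ezh2 fell with density by 1.23 in WT and 0.38 in KO. Eed (chromosome 7, 89840003 to 89842912) was lower at both densities (-0.95 and -0.75). The probes of Suz12 (chromosome 11, 79849944 to 79850003 and 79829671 to 79829730) disagreed, with -0.41 and 0.43 at low density and -0.16 and 0.53 at high density.

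The Hoxb cluster holds genes that PRC2 is known to repress. For knockout MEFs the study reported de-repression of the Hoxb cluster by RT-qPCR, and higher expression of PRC2-regulated genes by gene set enrichment. On these arrays, with 1 replicate per genotype, the 8 measured genes of 10 stayed as a list within the range of random lists in every contrast. That does not exclude the reported rise, since single members can rise without moving the median. The medians were -0.03 and 0.22 with density in WT and KO, 0.36 for the difference, and -0.09 and 0.23 between genotypes at low and high density. The KO density median turned to -0.01 under median centring, and the WT density median and the low density genotype median also changed sign, when an array was left out and when probes were averaged, respectively. The mean at low density had the opposite sign. Single members stood apart. Hoxb7 (chromosome 11, 96105987 to 96106046) was higher on the arrays labelled KO by 3.05 at low and 3.34 at high density. The Hoxb9 probes (chromosome 11, 96092524 to 96092583 and 96091841 to 96091900) were higher by 1.07 and 2.03 at low density and by 2.58 and 3.81 at high density. The Hoxb2 probes gave -0.15 and -2.51 at low density and 0.88 and -2.08 at high density, so no direction is given for this gene.

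**Figure D3:**
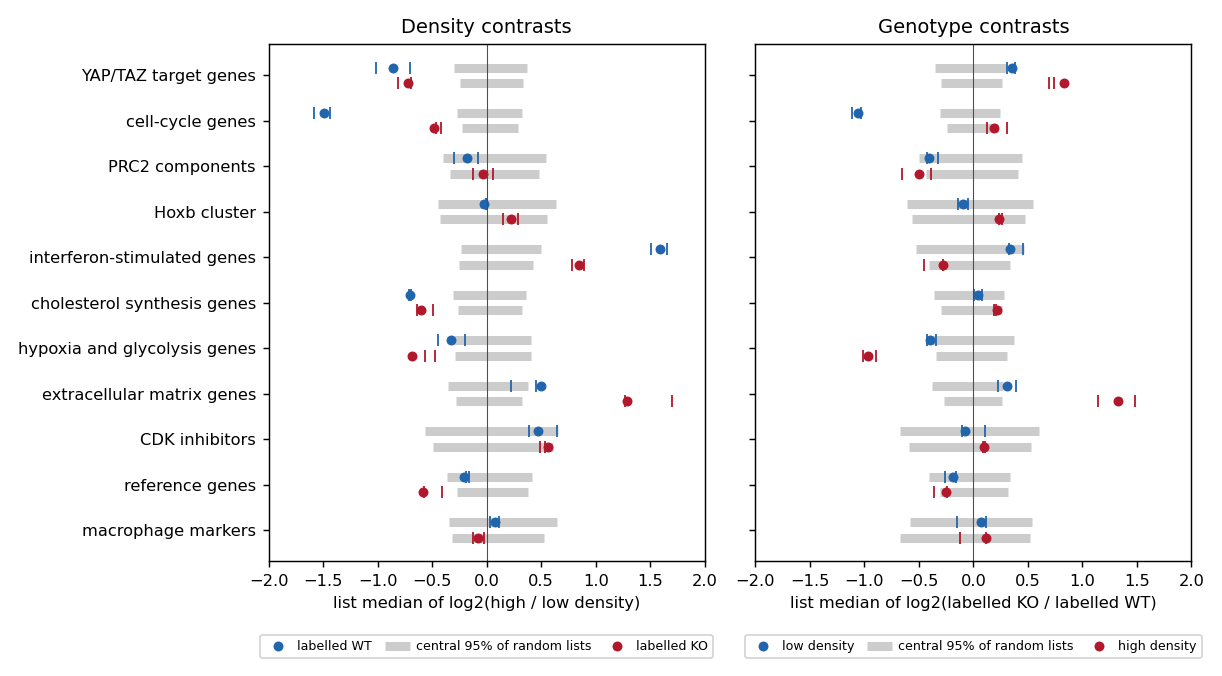
Median log2 ratio (horizontal axis) of each gene list (vertical axis) for high to low density at the left and labelled KO to labelled WT at the right; dots give the list median, ticks the single arrays or dyes, and grey bars the central 95% of random lists. The cell-cycle list lies at -1.49 in WT and -0.48 in KO at the left.

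Further lists described the cultures. Interferon-stimulated genes rose with density, with a median of 1.59 in WT (14 of 18 genes, 0 random lists as high) and 0.85 in KO (13 genes, 2 random lists as high). The difference was -0.53, with all 12 genes measured in both below 0 and 9 random lists as low. Between genotypes the medians were 0.33 and -0.28, within the random lists. Cholesterol synthesis genes fell by a median of 0.70 in WT and 0.60 in KO (1 and 0 random lists as low), with a difference of 0.18 and genotype medians of 0.04 and 0.21 within the random lists, the former falling below 0 when probes were averaged or with the software's processed signals. Hypoxia and glycolysis genes fell by a median of 0.32 in WT (percentile 1.82) and 0.69 in KO (1 random list as low), with a difference of -0.33 (percentile 1.39). Their genotype medians were -0.40 at low density (percentile 3.52) and -0.96 at high density (0 random lists as low). Extracellular matrix genes had a median of 0.50 in WT (percentile 99.6), where 9 genes rose and 8 fell. In KO their median was 1.29 (0 random lists as high), where 16 rose and 1 fell. The difference for these genes was 1.04 (0 lists as high). Their genotype medians were 0.31 at low density (percentile 98.5) and 1.33 at high density (0 lists as high). Reference genes, often taken as stable, had a median of -0.21 in WT, within the random lists, and -0.58 in KO (2 random lists as low). Their difference was -0.42 (31 lists as low), and their genotype medians were -0.19 and -0.25, within the random lists.

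Lists of marker genes addressed the cell types and sex of the cultures. Of 14 macrophage markers 6 were measured, with medians of 0.08 in WT and -0.08 in KO with density, 0.13 for the difference, and 0.07 and 0.11 between genotypes at low and high density, all within the random lists. The members lay far apart between genotypes, with Lyz2 higher on the arrays labelled KO by 3.90 and 4.75 at low and high density and Cd14 lower (-1.80 and -1.59), and the list means were 0.43 and 0.60. The KO density median, whose mean had the opposite sign, turned to 0.02 under median centring. The other medians stayed above 0 except the difference, which was -0.20 with the scanner software's ratios, and the genotype medians, which fell below 0 with an array left out and, at low density, under median centring. Of the endothelial markers 1 or 2 of 9 were measured per contrast, so no median is given. None of the 4 Y-linked genes had a probe that passed the background filter of any contrast (0 of 4). All 4 probes of Xist, the gene of X inactivation, were tested in every contrast and were well above background in all 8 channels. The log2 signal of Xist probe A_51_P145453 ranged from 13.05 (labelled WT, low density) to 14.42 (labelled KO, high density). The Xist signal argues for female cells in both genotypes, and male cells mixed with them were not excluded.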

Values the study reported

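In human HeLa-S3 cells, the study reported that CTGF expression increased 1.6-fold when LATS2 was knocked out. By RT-qPCR in the same cells, EZH2 was at 42% and EED at 57% of its level in wild type, whereas SUZ12 was not reduced. For knockout MEFs the study required a fold change of at least 2.0 and a p-value below 0.05.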

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

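The tests given in this part were chosen after the results were seen, except the comparison with random lists matched on the effect labelled WT, which was set before its result was seen. The results below stood out because the density effect had one sign on both arrays labelled WT and the other sign on both arrays labelled KO, or because a count is made up of such probes. None of these differences was tested, since each genotype has a single replicate.

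Changes of at least 2-fold in opposite directions were seen for 38 probes. If they came from disagreement between the 2 arrays of a swap, the size rule would pass at least as many probes in each genotype with the swapped arrays not turned. It passed 0 in either genotype, a count already known when this test was chosen. That argues against such disagreement as the cause of most of these calls. Each density effect is a ratio within 1 array, so both densities share slide and scan. The KO arrays were on different slides, yet their effects correlated across probes with Pearson's r of 0.907. Between a KO and a WT array r was 0.594 to 0.638. Each of the 38 probes kept its sign on both KO arrays by the rule itself, so that is no evidence. The correlations argue against differences such as those between the KO slides as the main cause. A fault of the 1 slide that held both WT arrays stays open. Differences between the cultures stay open, because each genotype comes from 1 culture per density. An effect of Lats2 also stays open and untested, and most probes of Lats2 itself were higher on the arrays labelled KO.

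The density effect of Igfbp5 differed by -7.74 between the genotypes (6.38 labelled WT and -1.36 labelled KO), that of S3-12 by -8.00 (4.37 and -3.63), that of Adamts1 by -6.27 (4.25 and -2.02), that of Phex by -6.08 (5.43 and -0.64) and that of Efemp1 by -5.29 (3.47 and -1.82). In the other direction, Has2 by 4.12 (-3.11 and 1.01), Cgnl1 by 3.56 (-0.64 and 2.92) and Fbln2 by 3.48 (-2.19 and 1.28). Gjb2 gave a difference of 5.47, but its probe was not well above background in any channel labelled KO, so neither its sign there (0.26) nor the size of the difference can be read. These genes were among the largest effects of their contrasts, so their size is selected. The Hoxb9 probe A_52_P973575 differed by 1.505 (-0.88 and 0.63) and Cdkn1a by -1.01 (0.32 and -0.69). The list is not complete, since other named probes had opposite signs in the same way. Among them, Aldh1a7 differed by -5.16 (2.41 and -2.75), Cdkn2d by 1.12 (-0.71 and 0.42) and Hoxb5 by 1.07 (-0.16 and 0.91). No biological explanation was tested for these genes.

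The macrophage markers had medians of 0.08 labelled WT and -0.08 labelled KO, and the medians differ by -0.16. The median over genes of the difference KO minus WT has the other sign (0.13). Both medians lie within the range of random lists, only 6 of 14 markers were measured, and the KO median changes sign under median centring (0.02), so the opposite signs carry no weight.

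Mki67 fell with density in the cells labelled WT and rose slightly in those labelled KO (falling slightly under median centring, -0.27 and -0.19), with differences of 1.83 and 1.82 at its probes. It belongs to the cell-cycle list, which fell by 1.49 labelled WT and by 0.48 labelled KO. A fault of 1 KO array, slide or scan would leave the difference near 0 in one dye orientation, but the smaller of the list medians was 0.97. A dye effect on the WT slide would give the WT arrays opposite signs, but the weaker fall on a WT array was -1.44. Over the main and 5 other corrections and scalings, the smallest median difference was 0.83, which argues against the normalization. Density labels exchanged on the KO arrays would turn the fall of Ctgf into a rise, but its weaker fall on a KO array was -2.96.

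The cell-cycle difference may be part of a weaker density response of many genes labelled KO, or of the scatter between separate cultures, which also draws genes chosen for a large WT effect toward 0 in KO. Among random lists matched on the WT effect, the list's KO median of -0.48 lay at percentile 91.0, inside their central range of -0.92 to -0.42. The list thus does not stand apart from other genes with the same fall in WT. A single weaker factor for every gene is not borne out by the other lists, since the extracellular matrix list rose more in KO than lists matched in this way (percentile 100.0). The YAP/TAZ targets (0.21), the hypoxia and glycolysis genes (0.10) and the reference genes (0 of 10000 matched lists as low) had lower KO medians than matched lists, while the cholesterol (5.78) and interferon (59.5) lists stayed within their range. The difference lies at low density, where the list was lower on the arrays labelled KO (-1.06), more than at high density (0.19). A KO culture that grew more slowly at low density, for a reason of culture, passage or genotype, is a candidate explanation that these arrays cannot separate, and slide and scan day differ with genotype as well.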

How the results depend on the processing

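Of the alternatives, the limma fit without a dye term and that with slide as a random block were chosen after seeing the data. All others were set before the data were examined. For counts, 51 of 67 values under alternatives stayed within 1.5 times the main value and 16 did not. No list median past the range of random lists and no named gene that passed the size rule reversed its direction under an alternative.

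Lower thresholds and the scanner software's own values gave more probes. With a 1.4-fold threshold, which admits smaller changes by construction, the counts were 8576 (3013 in the main setting) for density labelled WT, 8165 (2272) labelled KO, 6124 (1722) for the difference, and 9393 (3249) and 8876 (3076) for genotype at low and high density. With the software's ratios they were 5829, 4866 and 3149 for the density contrasts, and with the series matrix 5824, 4858 and 3147. With its processed signals the genotype counts were 6460 at low and 6081 at high density. The cause was not tested. An offset of 16 in place of 50 also raised the density counts, to 3866, 3032 and 2165. The methods' t-test over the technical arrays gave 2288 probes labelled WT and 1349 labelled KO, and after Benjamini-Hochberg adjustment 0 and 0. It has 1 degree of freedom and says nothing about stability. Limma with a dye term, which pools the error over probes, gave 3010, 2267 and 1722 at an adjusted threshold of 0.05 and 2-fold. Without the dye term it gave 3010, 2267 and 1720, and with slide as a random block 3009, 2267 and 1706. The slide block used 1 correlation over all probes estimated from the swaps (0.441), since the usual estimate gave a value for 0 of 24601 probes.

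Median centring moved the share of changed probes that were higher from 57.2% to 43.9% labelled WT and from 61.3% to 40.4% labelled KO. It moved the median of all genes from 0.06 to -0.07 labelled WT and from 0.05 to -0.11 labelled KO, so the split between higher and lower depends on the scaling. The dye swap error was 0.332 and 0.365 under median centring and 0.178 and 0.232 with the software's ratios (labelled WT and KO). By construction, median centring keeps any trend of the dyes with intensity that loess removes. With an array left out, the counts ranged from 3066 to 3073 labelled WT, from 2455 to 2459 labelled KO and from 1743 to 1919 for the difference. From a single dye the genotype counts were 3262 and 3411 at low and 2891 and 3575 at high density.

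The correlation of the density effects was 0.598 (Pearson) and 0.531 (Spearman) without a background filter, which adds probes near background, and 0.653 (Pearson) with the software's ratios. With an array left out it ranged from 0.613 to 0.633 and from 0.611 to 0.642.

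Of 396 list medians under alternatives, 371 stayed on the same side of the range of random lists, 12 came inside it and 13 left it, for causes that were not tested. The extracellular matrix rise labelled WT came inside it with the mean of all probes (0.26) and the software's ratios (0.28), as did that list's genotype difference at low density (0.31) against lists not matched on expression. The CDK inhibitors left it labelled KO with the mean of all probes (0.56) and median centring (0.39), and for the difference with median centring (-0.61). So did the Hoxb difference (0.45) and the reference genes between genotypes at high density (-0.33) with the mean of all probes. At low density the software's processed signals took the interferon (0.71) and hypoxia (-0.48) lists out of it between genotypes. With an array left out, calls changed within these spans. Labelled WT, the hypoxia median ranged from -0.45 to -0.20 and the matrix median from 0.22 to 0.45, coming inside without WT replicate 2 and WT replicate 1, respectively. For the difference, hypoxia ranged from -0.43 to -0.26 and the reference genes from -0.49 to -0.29. Between genotypes, the matrix genes ranged from 0.23 to 0.39 at low density. At high density the cell-cycle genes ranged from 0.13 to 0.31, PRC2 from -0.65 to -0.39, interferon from -0.45 to -0.28 and the reference genes from -0.36 to -0.25.

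Of 2014 values of named genes under alternatives, 1462 stayed within 1 SD of the dye swap and 552 moved further. For 21 named probes and contrasts the sign changed under an alternative, all with a main log2 ratio of 0.279 or less in size. Signal over background limits the changes of dim probes, which are given as bounds where one side was not detected.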

Other observations

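The tests of overall signal, exchanged labels and a partial transcript for Lats2, and those for the interferon-stimulated genes, were chosen after the results were seen, while the test of the chromosome around Lats2 was set before its result was seen.

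Lats2 probes near the 3' end of the gene were brighter on the arrays labelled KO. With no scaling between arrays, probes of the same brightness were also higher on the arrays labelled KO, by medians of 0.11 to 0.45 over the Lats2 probes, dyes and densities. The 3 probes exceeded the 500 probes nearest to each in brightness by at least 0.76 in both dyes and at both densities, which argues against a difference in overall signal between slides as the whole cause. Exchanged genotype labels would make every Lats2 probe brighter on the arrays labelled KO, if all read the same transcript. The upstream probe was dimmer by a log2 ratio of -1.26 at high density. The array annotation ties it to a different sequence record from the other 3 probes, so it may read a different transcript. Its signal does not decide the matter, since a partial transcript in either genotype could also give a mixed pattern. A targeted allele that still makes a transcript lacking the part read by the upstream probe remains a candidate explanation. Under it the upstream probe should be near the floor on the arrays labelled KO, and it lay 1.23 above the lowest signal of a probe called well above background, on the log2 scale and as a mean over both densities. The heights were 1.83 and 1.75 at low density and 0.76 and 0.58 at high density, so it came nearer the floor in the dense cultures only. Cross-hybridisation or a residual upstream transcript could account for that signal, and neither was tested. The explanations of exchanged labels and a partial transcript cannot be told apart here, because the exons read by the probes are not known. The western blot reported for knockout MEFs bears on the cells, and cannot show which RNA was put on which array.

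Genotype differences of the same direction at both densities, seen for 1580 probes, could come in part from passenger DNA of the targeted embryonic stem cells around Lats2. Of 156 genes in the window of 20 Mb around Lats2, 9 (5.77%) differed in this way, against 8.50% of all genes with a position. That share lay at percentile 23.0 among 126 windows of the same size, which argues against a local excess near Lats2. Of 12790 genes with a position, 1087 differed in this way, so a window of 156 genes could not be the main source in any case. Differences between embryos and between cultures remain open and were not tested. The KO arrays were on different slides, yet their signals correlated with Pearson's r of 0.996 at low and 0.992 at high density. Between KO and WT arrays at the same density r was 0.935 to 0.945. This argues against differences such as those between the KO slides as a main source. A fault of the 1 slide that held both WT arrays stays open.

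Interferon-stimulated genes rose with density in both genotypes. A fault of 1 array is argued against, since the smallest list median on the 4 arrays was 0.78. Immune cells in the high density cultures are not settled by these arrays. The higher of the macrophage marker medians was 0.0803, within the random lists, but only 6 of 14 markers were measured and they went both ways. Lyz2, an abundant transcript of macrophages, rose by 0.996 labelled WT and 1.85 labelled KO, while Cd68 changed by 0.15 and -0.13, Cd14 by -0.47 and -0.26, and Csf1r by -0.31 and -0.17. Between genotypes Lyz2 was higher on the arrays labelled KO by 3.90 at low and 4.75 at high density, whereas Cd14 was lower (-1.80 and -1.59), so these markers of one cell type moved apart. How many of these markers fibroblasts express was not examined. An interferon response of the crowded fibroblasts, or of fibroblasts kept longer in culture, may also underlie the rise and was not tested.

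Ctgf was 4.09-fold higher on the arrays labelled KO at high density, in mouse fibroblasts. That is higher than the value quoted from the study above for human cells. At low density Ctgf was at 71.5% of its level on the arrays labelled WT. That is lower than the quoted value and in the opposite direction. Ezh2 on the arrays labelled KO was at 89.2% of its level labelled WT at high density. That is higher than the value quoted from the study above, and the dyes differed in direction. Ezh2 was at 49.5% at low density, and Eed was at 51.6% at low and 59.5% at high density. These lie near the values quoted from the study above. At low density the log2 ratio of Ezh2 (-1.02) was close to the median of the cell-cycle list (-1.06). Slower growth of the culture labelled KO could therefore also give the low Ezh2 value, and this was not tested. In its human cells the study saw no significant difference in cell-cycle progression. For Suz12, which the study found not reduced, the probes disagreed. A_51_P214796 was at 75.3% at low and 89.7% at high density, and A_52_P302203 at 134% and 144%, so no comparison is drawn.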
